# Partial loss of interleukin 2 receptor gamma function in pigs provides mechanistic insights for the study of human immunodeficiency syndrome

**DOI:** 10.18632/oncotarget.10812

**Published:** 2016-07-24

**Authors:** Yun-Jung Choi, Kiho Lee, Woo-Jin Park, Deug-Nam Kwon, Chankyu Park, Jeong Tae Do, Hyuk Song, Seong-Keun Cho, Kwang-Wook Park, Alana N. Brown, Melissa S. Samuel, Clifton N. Murphy, Randall S. Prather, Jin-Hoi Kim

**Keywords:** IL2RG, X-SCID, immunodeficiency, somatic cell nuclear transfer, TALEN, Pathology Section

## Abstract

In this study, we described the phenotype of monoallelic interleukin 2 receptor gamma knockout (*mIL2RG*^+/Δ69-368^ KO) pigs. Approximately 80% of *mIL2RG*^+/Δ69-368^ KO pigs (8/10) were athymic, whereas 20% (2/10) presented a rudimentary thymus. The body weight of *IL2RG*^+/Δ69-368^KO pigs developed normally. Immunological analysis showed that *mIL2RG*^+/Δ69-368^ KO pigs possessed CD25^+^CD44- or CD25-CD44^+^ cells, whereas single (CD4 or CD8) or double (CD4/8) positive cells were lacking in *mIL2RG*^+/Δ69-368^ KO pigs. CD3^+^ cells in the thymus of *mIL2RG*^+/Δ69-368^ KO pigs contained mainly CD44^+^ cells and/or CD25^+^ cells, which included FOXP3^+^ cells. These observations demonstrated that T cells from *mIL2RG*^+/Δ69-368^ KO pigs were able to develop to the DN3 stage, but failed to transition toward the DN4 stage. Whole-transcriptome analysis of thymus and spleen, and subsequent pathway analysis revealed that a subset of genes differentially expressed following the loss of IL2RG might be responsible for both impaired T-cell receptor and cytokine-mediated signalling. However, comparative analysis of two *mIL2RG*^+/Δ69-368^ KO pigs revealed little variability in the down- and up-regulated gene sets. In conclusion, *mIL2RG*^+/Δ69-368^ KO pigs presented a T-B+NK- SCID phenotype, suggesting that pigs can be used as a valuable and suitable biomedical model for human SCID research.

## INTRODUCTION

Severe combined immunodeficiency (SCID) occurs in various species, including humans [1], at a frequency as high as one per 50,000 live births [2]. Generally, SCID can be classified according to the cause of the immunodeficiency, and it includes impaired cytokine-mediated signalling, defective V(D)J recombination, impaired pre-T-cell receptor signalling, and metabolic enzyme deficiencies [1–3]. Although mice with disrupted SCID-causing genes have provided important insights into the human disease, not all the SCID mice have phenotypes that resemble those in human SCID patients. In humans, most SCID patients are reported to have impaired cytokine-mediated signalling in immune cells [4]. Common gamma chain (γC), which is encoded by a gene located on the X chromosome, is essential for normal lymphocyte development as a functional interleukin-2 receptor subunit (IL2RG) [5]. Janus kinase 3 (JAK3) is required for signal transduction by γC-containing receptors [6]. Therefore, the phenotypes and characteristics of X-SCID and JAK3-SCID mice are identical or highly similar. However, one difference is that most of X-SCID affects male mice, whereas JAK3-SCID affects both male and female mice.

Many researchers have used pigs to develop surgical and implant technologies, and in the study of regenerative medicine, skin grafts, microbial disease, and a host of other applications, for which rodents are inadequate [7]. However, their genetic modification remains challenging owing to the difficulty in generating knock-out (KO) pigs and the lack of germline transferable embryonic stem cells [8–10]. Recently, important tools have been developed for use in gene knockout studies. For example, designed mega-nucleases can induce double-stranded breaks (DSBs) at specific sites in the genome, resulting in random modifications through non-homologous end joining (NHEJ) [11–13]. Recent achievements in the use of mega-nucleases such as Zinc-finger nucleases (ZFNs) [11, 12], transcription activator-like effector nucleases (TALENs) [14–16], and CRISPR/Cas9 [17] have also suggested that KO pigs can be efficiently generated. Recently, we and other groups have described X-linked or autosomal SCID-like pigs that were created by disrupting interleukin 2 receptor gamma (IL2RG) [18, 19], autosomal Rag-1/2 [20], and RAG-2 SCID [21] or by natural breeding [22]. These SCID pigs showed several defects in the architecture and composition of secondary lymphoid organs.

Despite some phenotypic characterisations and functional studies being performed in SCID animals, little is known about the molecular basis of the different phenotypes of SCID in pig. In the present study, we generated monoallelic IL2RG (*mIL2RG*^+/Δ69-368^) KO pigs and investigated patterns of gene expression during their immune development in order to further explore our understanding of immune responses in X-linked SCID.

## RESULTS

### Production of *mIL2RG*^+/Δ69-368^ KO pigs by utilizing TALENs

TALEN was designed to cause DSBs on exon 2 of *IL2RG* (Figure 1A). A reporter construct containing TALEN recognition sites was used to identify cells expressing TALEN sets (Figure 1B and Supplementary Figure 1). The efficiency of gene targeting was 30% (9/30) (Figure 1E). The sequencing results revealed the presence of insertions or deletions (indels) from the TALENs in *IL2RG*. Mutation patterns varied remarkably among the positive colonies. Four *IL2RG*^+/−^ cell colonies containing deletions from 4 to 29bp in size (Figure 1D) were selected as donors for somatic cell nuclear transfer (SCNT). Through SCNT, 11 *IL2RG* KO pigs (*mIL2RG*^+/Δ69-368^) were produced (Supplementary Table 1); however, nine died in the first week post-birth. At 3-months-old, one pig was subjected to further analysis. At necropsy, only two of 10 *mIL2RG*^+/Δ69-368^ KO pigs had a rudimentary thymus (Figure 1C).

**Figure 1:**
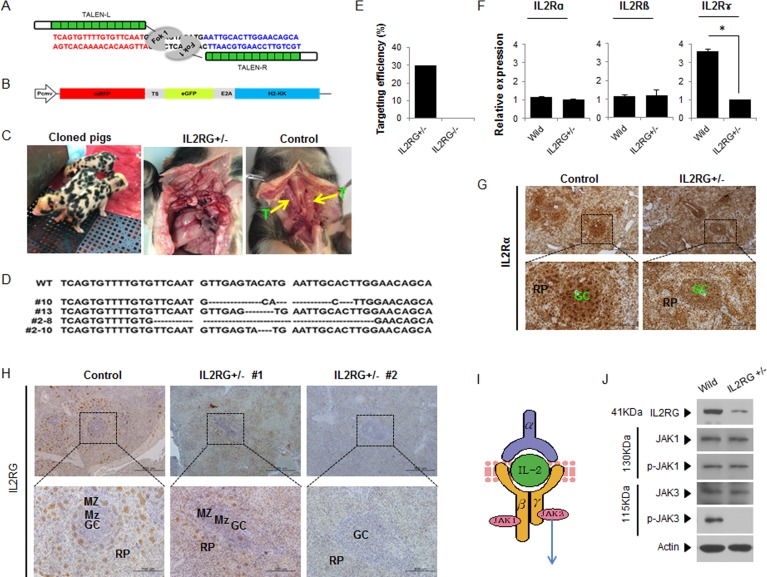
Production of *mIL2RG*^+/Δ69-368^ KO pigs using TALENs **A.** TALENs designed to cause mutations in Exon 2 of IL*2RG*. **B.** Donor vector for analysis of targeting efficacy. **C.** Underdeveloped thymus in *mIL2RG*^+/Δ69-368^ KO pig. Thymus was underdeveloped or absent in *mIL2RG*^+/Δ69-368^ KO pigs. T indicates thymus. **D.** Targeted mutation of *IL2RG* using TALENs. Deleted bases were indicated by dashes. **E.** Targeting efficacy. **F.** RT-qPCR analysis. **G.** and **H.** Localization of IL2Rα (G) and γ (H) protein expression in the spleen of control (WT) and *mIL2RG*^+/Δ69-368^ KO pigs. **I.** Cartoon showing a **representative** diagram of IL2 signaling. **J.** Western blot analysis with IL2RG, JAK1, p-JAK1, JAK3, and p-JAK3 antibodies.

To examine any off-target effects in *mIL2RG*^+/Δ69-368^ KO pigs, we screened the pig genome and predicted nine off-target sites for the *IL2RG* gene. As shown in Supplementary Figure 2B, we could not find any off-target sites in the *mIL2RG*^+/Δ69-368^ KO pigs derived from our TALEN targeting system. According to our observation, *mIL2RG*^+/Δ69-368^ KO pigs showed more anxiety and hyperactive behaviour, such as fidgeting and impulsive actions, compared with age-matched wild type pigs (WT).

**Figure 2:**
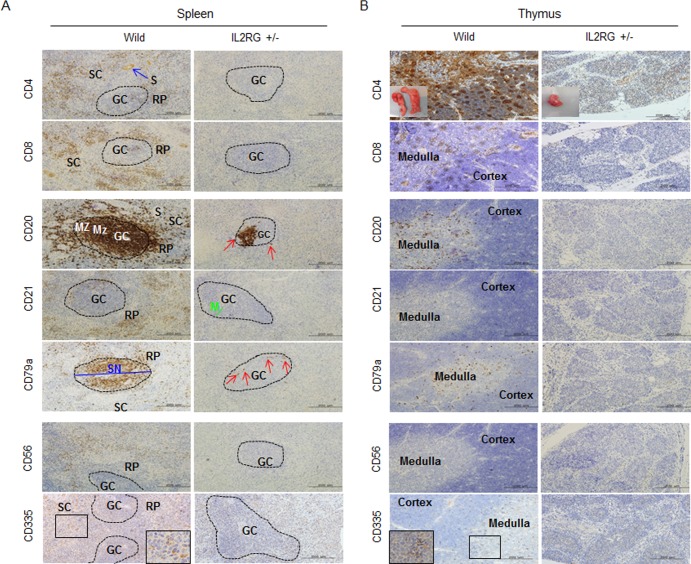
Analysis of T-, B-, and NK-specific biomarker expression patterns in spleen (A) and thymus (B) T cells (CD4 and CD8), B cells (CD20, CD21, and CD79a), NK cells (CD56 and CD 335) positive signal in WT-derived spleen tissues were strongly detected, whereas a few CD20 and CD79a positive cells in *mIL2RG*^+/Δ69-368^ KO pigs, which is a critical factors for B cell development, were detected. However, biomarkers expression of T and NK cells in thymus of *mIL2RG*^+/Δ69-368^ KO pigs were not detected. GC, germinal center; RP, red pulp; S, splenic sinusoids; M, mantle; SC, splenic cords; SN, splenic nodule.

### Analysis of IL2RG neighbouring gene expression

As shown in Figure 1F, the abundance of *IL2RG* mRNA was dramatically reduced in the *mIL2RG*^+/Δ69-368^KO pigs compared to WT; while there is no difference that was observed in the levels of *IL2RA* and *IL2RB* mRNA expression. When protein expression of IL2RG in the spleen was determined using immunohistochemical analysis, IL2RG positive cell numbers in *mIL2RG*^+/Δ69-368^KO pig were significantly lower or undetectable compared with WT (Figure 1H), whereas IL2RA-positive signals were not changed (Figure 1G). Since two *mIL2RG*^+/Δ69-368^ KO pigs have small thymus, the role of the γ subunit in IL2R-mediated signalling from two *mIL2RG*^+/Δ69-368^ pig-derived thymus was examined. As shown in Figure 1I and 1J, the level of JAK3 protein, a downstream target of IL2RG, was not changed in the thymus of *mIL2RG*^+/Δ69-368^ KO pig compared to the WT. Also, the level of JAK1 and pJAK1 protein in *mIL2RG*^+/Δ69-368^ KO pigs was not altered. Even though JAK3 protein level in the *mIL2RG*^+/Δ69-368^ KO pig was not changed or slightly decreased, pJAK3 level was significantly decreased and undetectable compared with WT. Our observations suggest a role of a γC and JAK3 pathway in X-SCID pigs.

### *mIL2RG*^+/Δ69-368^ KO pigs are T- and NK-cell negative, but B cell positive

In this study, two out of ten *mIL2RG*^+/Δ69-368^ KO pigs had a small, but detectable, thymus (Figure 1C). As shown in Figure 2A, *mIL2RG*^+/Δ69-368^ KO pigs resembled the T^−^B^+^NK^−^ SCID human phenotype, although the level of B cells was remarkably reduced. In WT, CD20 and CD79a positive cells were abundant in the red pulp (RP) and splenic nodule (SN), whereas very small populations of CD20 and CD79a positive cells were observed in *mIL2RG*^+/Δ69-368^ KO pigs in the marginal zone (MZ) of the germinal centre (GC). In the thymus of *mIL2RG*^+/Δ69-368^ KO piglets, the thymic medulla and cortex were significantly atrophied (Figure 2B). As expected, IL2RG KO pigs lacked single positive (SP) cells (CD4^+^ or CD8^+^ T cells) and double positive (DP) cells (CD4^+^CD8^+^ T cells). mIL2RG^+/Δ69-368^ KO pigs also lacked CD56 and CD335 positive cells, indicating the absence of NK cells.

### CD3 expression is detected in thymic and splenic double-negative (CD4^−^CD8^−^) cells in WT and *mIL2RG*^+/Δ69-368^ KO pigs

Strong signals for CD3 positive T cells in the RP and MZ of the GC were detected in the spleen of WT pigs. However, only moderately positive cells were detected in the MZ within GC of *mIL2RG*^+/Δ69-368^ KO pigs (Figure 3A). High numbers of CD25- and CD44-positive cells were also detected in RP and SN, whereas these cells were only detected in the GC of mIL2RG^+/Δ69-368^ KO pigs. Furthermore, CD1d-positive cells were absent in the spleen from both WT and *mIL2RG*^+/Δ69-368^ KO pigs, however, distinct CD1d-positive cells were only detected in the thymus from WT pigs (Figure 3A and 3B). Although CD25-, CD44-, and CD3-positive cells in the thymus of WT and *mIL2RG*^+/Δ69-368^ KO pigs were found mainly in the medulla area, their expression was decreased in the *mIL2RG*^+/Δ69-368^ KO pigs compared to WT (Figure 3B). In addition, FOXP3-positive cells in both spleen and thymus of WT showed similar staining patterns, compared to those in *mIL2RG*^+/Δ69-368^ KO pigs. Macrophage infiltration was detected in the livers of all *mIL2RG*^+/Δ69-368^ KO pigs examined (Supplementary Figure 4).

**Figure 3:**
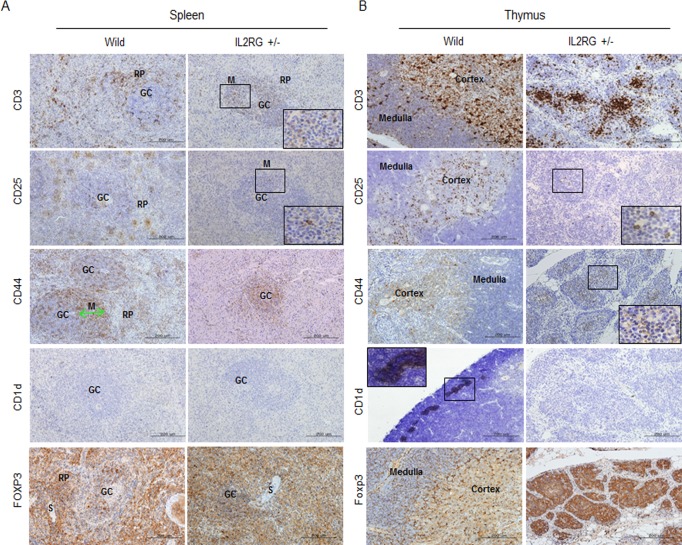
Expression of T-cell subsets markers in spleen and thymus of *mIL2RG*^+/Δ69-368^ KO In the spleen **A.** and thymus **B.** of *IL2RG*^+/Δ69-368^ KO pigs, expression of CD3, CD25, and CD44 CD1d were rarely found compared with WT spleen and thymus. CD1d did not show any expression in spleen and thymus of *IL2RG*^+/Δ69-368^ KO. GC, germinal center; RP, red pulp; S, splenic sinusoids; M, mantle; SC, splenic cords; SN, splenic nodule.

Using RT-qPCR, we found that various genes involved in T-, B-, and NK-cell maturation or differentiation are dysregulated in the *mIL2RG*^+/Δ69-368^ KO pigs (Figure 4A-4D). Specifically, the expression of several genes related to lymphocyte development was lower in the spleen and thymus of *mIL2RG*^+/Δ69-368^ KO pigs than in the WT. Interestingly, expression of genes that are important in early B cell development, such as *PU-1*, *E2A*, and *STAT3*, was up-regulated in the spleen of *mIL2RG*^+/Δ69-368^ KO pigs compared to WT, whereas most of the genes expressed during late B-cell development were significantly down-regulated.

**Figure 4:**
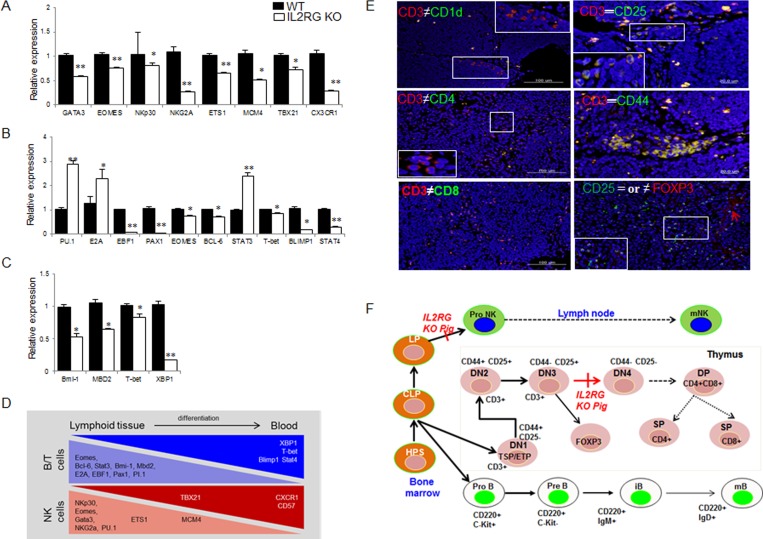
Comparison of B-, T-, and NK-cell specific gene expression by using RT-qPCR and immunofluorescence analysis in WT and *mIL2RG*^+/Δ69-368^ KO pig mRNA expression of NK **A.**, **B.**, and T **C.** cells development related genes in *mIL2RG*^+/Δ69-368^ KO pig-derived spleen, thymus, and lymph node were significantly down-regulated, whereas expression of PU.1, E2A, and STAT3 encoding early B cell development related genes were up-regulated. **D.** Cartoon showing major events of T/B/NK cell development. Developing thymocytes, which enter into thymus and migrate into blood, show differential gene expression profiles that modulate the discrete stages of the T/B/NK-cell development. **E.** To identify T cell developmental stages in *mIL2RG*^+/Δ69-368^ KO pigs-derived thymus, CD3 positive cells were co-localized with CD1d or CD4, CD8, CD25, and CD 44 antibodies. Also, CD25 positive cells are colocalized with FOXP3 antibody. **F.** T cell developmental blocks largely rely on data from targeted mutation studies of mIL2RG^+/Δ69-368^ KO pigs.

To identify subtypes of cells responsible for the CD3 positive T cells in the spleen and thymus, CD3 expression was co-localized with CD25 or CD44, CD1d, and FOXP3. As shown in Figure 4E and Supplementary Figures 3.1-3.4, most of the CD3-positive cells in *mIL2RG*^+/Δ69-368^ KO pigs were also positive for CD44 (CD3^+^CD44^+^) completely and/or partially with CD+25 positive cells (CD3^+^CD25^+^). However, no CD4 or CD8 positive signals were detected (Figure 4E). Furthermore, some of the CD25-positive cells were partially co-localized with FOXP3 expression. Taken together, these observations suggest that T-cell development in *IL2RG*^+/Δ69-368^ KO pigs is arrested between the DN3 (CD44^−^CD25^+^) and DN4 stages (CD44^−^CD25^−^) due to an impaired transition (Figure 4F), indicating that this is the first critical difference between the pig and mouse immune system.

### Impact of partial IL2RG deficiency on genome-wide gene expression patterns in the spleen and thymus

Eight of 10 *mIL2RG*^+/Δ69-368^ KO pigs lacked thymus. Therefore, global gene expression patterns in thymus and spleen were analysed from the two *IL2RG* KO pigs with thymus using a porcine (V2) gene expression microarray composed of 43,803 probe sets (Supplementary Figure 5); their expression patterns were compared to WT. 

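Thymus RNA of 2 IL2RG KO pigs and of WT pigs was hybridised to 4 porcine oligonucleotide arrays of Agilent. Each genotype had 2 arrays, with 1 sample per array. On such an array each spot holds many copies of 1 short DNA probe, and the brightness of the spot after hybridisation follows the amount of the matching mRNA in the labelled sample. The methods describe sample and control RNAs labelled with Cy-3 and Cy-5, whereas the labels of the 4 arrays name Cy3 alone and their scanner output holds 1 channel, so that KO and WT were compared here between arrays. KO replicate 1 and WT replicate 2 lay on slide 1, and KO replicate 2 and WT replicate 1 lay on slide 2. Neither the labels nor the paper state whether the 2 WT replicates came from 2 animals. Spleen arrays were not analysed here. Each array had 43803 non-control spots, which carried 43603 different probes. The authors deposited the signal of each spot as Agilent's Feature Extraction software gave it, with the background subtracted and no normalization between arrays, together with a table of log2 values. In the KO arrays 74.5% and 73.5% of the probes were well above background, compared with 67.9% and 68.2% in the WT arrays. The 75th percentile of the raw signal was 762 and 695 in KO and 621 and 695 in WT. No spot was saturated, and between 4 and 8 spots per array carried an outlier mark and were left out. Here the signal was put on a log2 scale, the 75th percentile of its array was subtracted, and spots of the same probe were averaged. The 31959 probes that were well above background on both arrays of at least 1 genotype were compared with limma, which fits a linear model to each probe and pools the spread over all probes. A probe was called different at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Log2 fold changes are KO minus WT, so that negative values are lower in KO. A gene name could be given to 6686 probes of 3020 genes, by matching the accession printed in the scanner output to the RefSeq gene table of the Sscrofa11.1 assembly. Each gene is represented by its probe with the highest mean signal. With 2 arrays per genotype the precision is limited, and a two-sided exact permutation test of 1 gene cannot give a p below 0.333.
The targeted gene, IL2RG, had a normalized log2 signal of -3.15 and -3.29 in the 2 KO arrays and -0.13 and 0.52 in the 2 WT arrays. The means were -3.22 ± 0.10 (SD, n = 2) in KO and 0.20 ± 0.46 (SD, n = 2) in WT. Its log2 fold change was -3.41, with a standard error of 0.27 and an adjusted p of 0.00256 in limma. The second IL2RG probe had a log2 fold change of -4.38 (standard error 0.26, adjusted p = 0.00208 in limma). Leaving out each array in turn gave log2 fold changes between -3.74 and -3.09 for the first probe. The alternative that moved this value most was another background correction, normexp, under which it was -2.65.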

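Of the 31959 probes tested in thymus, 15373 differed between KO and WT at an adjusted p under 0.05 in limma. Among them 10882 changed at least 2-fold and 4878 at least 4-fold. These are probes and not genes, since 1 gene can have several probes. On the same values, the methods' t-test with the Bonferroni correction called 0 probes past either fold change, and its smallest adjusted p was 0.209. With Benjamini-Hochberg adjustment the methods' t-test called 1505 probes past 2-fold and 892 past 4-fold, and at an unadjusted p under 0.05 it called 8611 and 4119. Limma with the Bonferroni correction called 5 probes past 2-fold. Without any test, 11768 probes changed at least 2-fold and 5023 at least 4-fold. Both slides held both genotypes, and with the slide as a block in limma 11124 probes passed 2-fold and 4928 passed 4-fold.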

After unpaired *t*-test analyses were performed with Bonferroni corrections, 3405 and 523 (9131 and 2613) genes with a ≥2.0- and 4.0-fold change expression in spleen- (thymus-) derived genes (*p* < 0.05), were identified. Among these, 2355 and 292 (3644 and 1396) genes in spleen (thymus) were up-regulated, whereas 1050 and 231 (4487 and 1217) genes were down-regulated in *mIL2RG*^+/Δ69-368^ KO pigs compared with WT (Figure 5A). 

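In thymus, 6712 of the probes called in limma were higher in KO and 4170 were lower, so that 61.7% of the calls were increases. At 4-fold or more, 3566 probes were higher and 1312 lower. The split depended on the scaling of the arrays. When each array was scaled to its median in place of its 75th percentile, 5810 probes were higher and 6334 lower, or 47.8% increases. That scaling moved the median log2 fold change over all tested probes from -0.06 to -0.32. Under both scalings 9979 probes were called. In the table of log2 values that the authors deposited, which holds the probes well above background on all 4 arrays, limma called 4639 probes higher and 3885 lower, with 2125 and 1046 at 4-fold or more.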

Comparison between the two *mIL2RG*^+/Δ69-368^ KO pigs showed minor variability in the down- and up-regulated gene sets.

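The 2 KO arrays differed from each other by at least 2-fold at 749 of the 31959 tested probes, or 2.34%, with a median difference of 1.12-fold. Between the 2 WT arrays, 2808 probes (8.79%) differed by at least 2-fold, with a median of 1.23-fold. Across probes, which are not independent replicates, Pearson's r was 0.994 between the KO arrays, 0.984 between the WT arrays and 0.886 to 0.919 between a KO and a WT array. Of the 10882 probes that changed at least 2-fold, 10088 (92.7%) were at least 2-fold from the WT mean in both KO arrays. A further 357 reached 2-fold only in KO replicate 1 and 437 only in KO replicate 2. The 2 KO arrays were at least 2-fold apart at 265 of the called probes and the 2 WT arrays at 1385. The 2 KO arrays came from different slides, as did the 2 WT arrays.

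**Figure D1:**
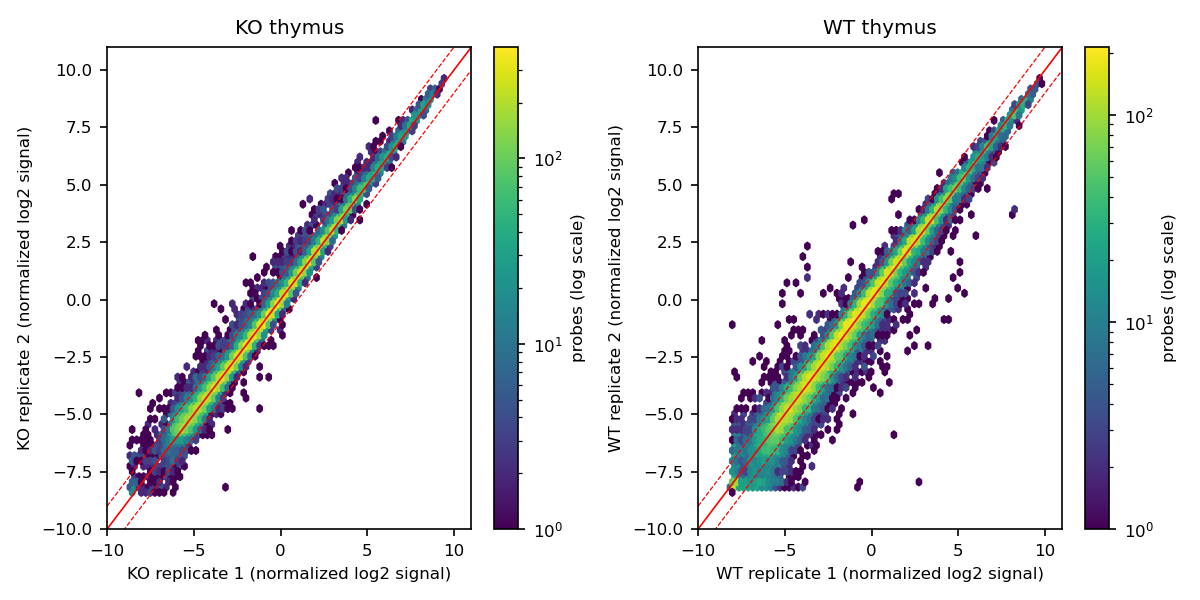
Normalized log2 signal of the 31959 tested probes in replicate 1 (horizontal axis) and replicate 2 (vertical axis) of KO thymus (left) and WT thymus (right), with the number of probes per hexagon as colour on a log scale. The solid line marks equal signal and the dashed lines a 2-fold difference, which 749 probes exceed in KO and 2808 in WT.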

**Figure 5:**
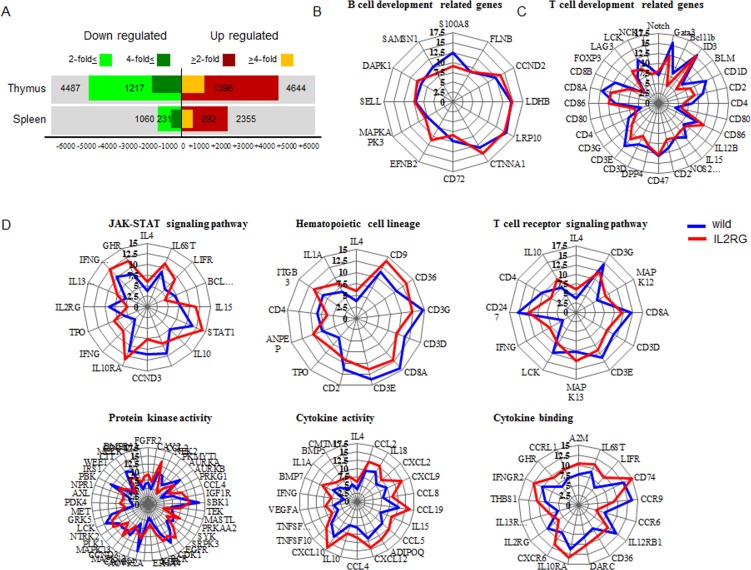
Microarray and ingenuity pathway analysis **A.** Up- and down- regulated gene numbers in mIL2RG^+/Δ69-368^ KO pig-derived spleen and thymus compared with WT. IPA indicate that B cell development related genes in spleen showed similar expression pattern compared to WT **B.**, whereas T cell development related genes showed slightly down-regulated expressions in *mIL2RG*^+/Δ69-368^ KO pigs-derived thymus than those of WT **C.** To predict T cell development-related gene expression profiles in in mIL2RG^+/Δ69-368^ KO pig-derived thymus, each T-cell signaling pathways were analyzed using IPA **D.** JAK-STAT signaling pathway including hematopoietic cell lineage, T cell receptor signaling pathway, and protein kinase activity in *mIL2RG*^+/Δ69-368^ KO pig derived-thymus showed very similar expression patterns compared to those of WT. Of note, cytokine activity and cytokine binding-related gene expression in *mIL2RG*^+/Δ69-368^ KO pig-derived thymus are significantly upregulated than those of WT. Blue and red color line indicate WT and *mIL2RG*^+/Δ69-368^ KO pigs, respectively.

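Of the 24 genes that could be read on the T cell development chart of Figure 5C, 21 had a named probe that could be tested in thymus, and NOTCH1, BCL11B and CD8B had none. Their median log2 fold change was -1.47. In limma 11 genes were lower in KO (BLM, CD1D, CD2, CD3D, CD3E, CD3G, CD4, CD8A, GATA3, LCK and NCK1) and 4 were higher (CD80, CD86, IL15 and LAG3). Another 6 were not called (CD47, DPP4, FOXP3, ID3, IL12B and NOS2). The log2 fold change of CD86 was 1.36 without KO replicate 1 and 1.19 without KO replicate 2. The chart was drawn from the same samples, so these tallies are no independent test.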

To better understand their biological roles, genes that were significantly dysregulated in the spleen and thymus of *mIL2RG*^+/Δ69-368^ KO pigs were used to establish gene ontology (GO) classification categories using the DAVID tool. There are three ontologies in GO: cellular component, molecular function, and biological process [23]. In the GO classification of thymus, the top 10 enriched biological processes in thymus from the GO analysis were categorised according to their functional role, as shown in Supplementary Figure 6 and Tables 6–9. These biological groups covered inflammatory response and immune response. 

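The gene lists of Supplementary Table 7 could be compared with the thymus arrays for 4 cellular components whose lists are complete in the copy of the table used here. Of the 35 genes listed for the extracellular matrix, 20 were tested, of which 18 were higher in KO in limma and MMP9 was lower, with a log2 fold change of -1.73 (standard error 0.34, adjusted p = 0.0171 in limma). Leaving out each array in turn gave log2 fold changes of -2.1 to -1.3 for MMP9, 1.1 to 1.7 for COL1A2 and 1.2 to 2.4 for DCN. Of the 26 genes of the external side of the plasma membrane, 23 were tested, with 15 higher and 6 lower (CD2, CD3E, CD4, CD8A, IL12RB1 and IL2RG). For the platelet alpha granule, 12 of 13 genes were tested and 9 were higher, with none lower. All 7 genes of the T cell receptor complex were lower, with a median log2 fold change of -2.48 and the smallest fall at -2.09. THBS1, which is on the first 3 of these lists, was not called by its brightest probe, whereas 5 of its 6 probes were higher in KO. The tables list genes that were picked as changed in the same samples, so these tallies are no independent test of the categories.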

In the spleen, 10 enriched biological processes from the GO analysis were categorised according to their functional roles, as shown in Supplementary Figure 8 and Tables 10-13.

The quantization radar chart in Figure 5B-5D shows the change in each gene expressions associated with T-, B-, and NK-cell lineages in the mIL2RG^+/Δ69-368^ KO pigs in comparison to the baseline of the WT. The map shows the expression difference in mIL2RG^+/Δ69-368^ KO pigs and WT. The expression profile of genes related to B-cell development in the *mIL2RG*^+/Δ69-368^ KO pigs followed a similar pattern to that of WT. Although the expressions of *IL2RG, CCND3, IL12RB1*, and *BCL2L1*, which are involved in the JAK-STAT signalling pathway, and/or CD3, CD4, CD8, and CD1d, which are involved in the development of T cells, are significantly decreased in *mIL2RG*^+/Δ69-368^ KO pigs, the expressions of *IFNG, IFNGR2, IL10RA, IL13RA1, TPO, GHR, IL4, IL6ST, LIFR, IL10, IL15*, and are *STAT1* mRNAs significantly increased (Figure 5C). 

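In thymus, 10 of the 11 genes counted here as decreased (with CD3 as CD3D, CD3E and CD3G and CD8 as CD8A and CD8B) could be tested, and all 10 were lower in KO in limma, with a median log2 fold change of -2.54. CD8B had no named probe. CD1D fell most, with a log2 fold change of -4.40 (standard error 0.34, adjusted p = 0.00248 in limma). IL12RB1 had -2.64 (standard error 0.39), CD4 -2.60 (0.34), CCND3 -2.58 (0.19), CD8A -2.50 (0.34), BCL2L1 -2.48 (0.46) and CD3G, CD3E and CD3D -2.48, -2.40 and -2.12 (0.16, 0.18 and 0.21). The largest adjusted p of the 10 was 0.0153, for BCL2L1. Of 10 increased genes considered here, IL10RA and LIFR had no named probe, and the other 8 were all higher in KO in limma, with a median of 2.48. Their log2 fold changes were 3.91 for IFNG (standard error 0.15), 3.38 for IL15 (0.31), 3.25 for GHR (0.67), 2.68 for IL10 (0.16), 2.28 for IL13RA1 (0.35), 2.27 for IL4 (0.24), 2.23 for IFNGR2 (0.28) and 2.05 for IL6ST (0.16). All 18 were called when adjusted over all probes tested, and all 18 when adjusted over the list alone, which is not independent evidence because the genes were chosen on the same samples. The methods' t-test called 9 of the 10 decreased and 7 of the 8 increased genes at an unadjusted p under 0.05, 1 and 3 after Benjamini-Hochberg adjustment, and 0 after Bonferroni. IL4 was close to background in WT and its log2 fold change was 0.74 under the normexp background correction, below 2-fold. GHR was 0.21 and 1.04 in the 2 KO arrays and -1.75 and -3.50 in the 2 WT arrays. Without KO replicate 2 its log2 fold change was 2.84.

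**Figure D2:**
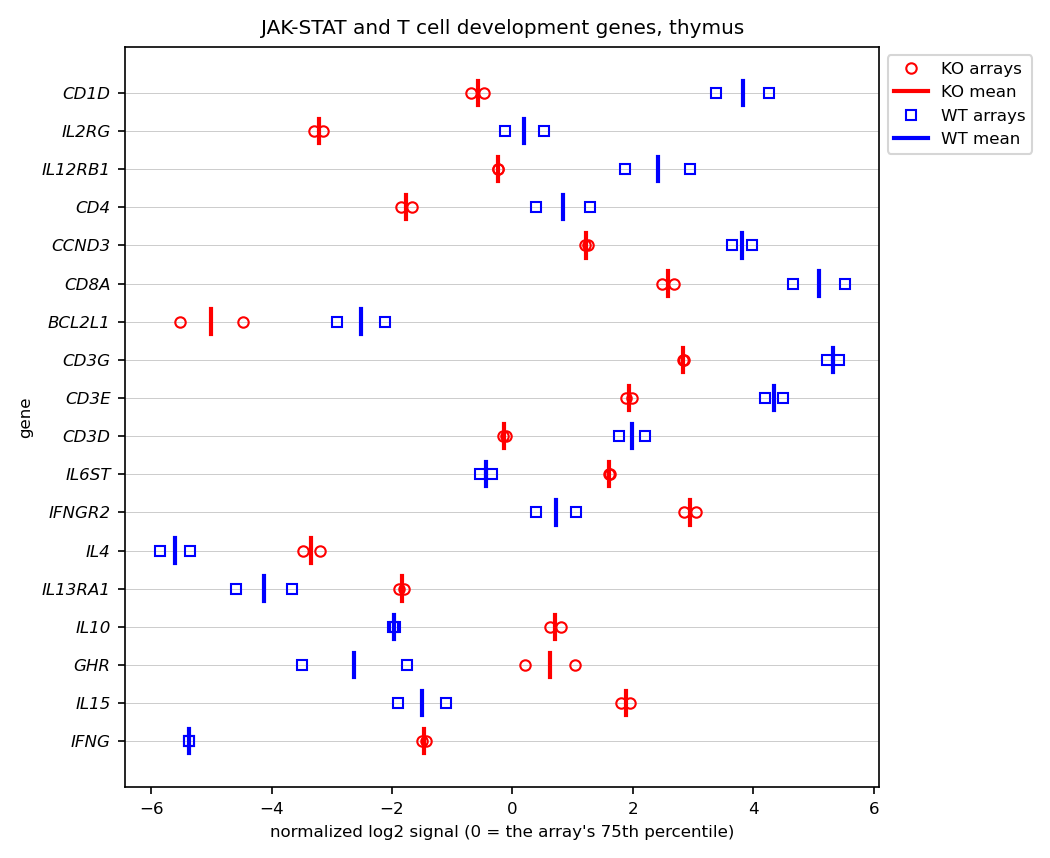
Normalized log2 signal (horizontal axis) of 18 genes named as decreased or increased (vertical axis), with KO arrays as red circles, WT arrays as blue squares and group means as vertical bars. Both KO arrays lie below both WT arrays for the 10 decreased genes and above them for the 8 increased genes. Signals of different genes come from different probes and are not comparable with each other.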

The decreased expression of these genes was consistent with findings from previous studies [19], although the role of increased marker gene expression in *mIL2RG*^+/Δ69-368^ KO pigs remains unclear. Of note, the expression of genes associated with cytokine activity and binding pathways in *mIL2RG*^+/Δ69-368^ KO pigs is increased compared to WT (Figure 5D). 

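All 20 genes legible on the cytokine activity chart of Figure 5D were higher in KO thymus in limma, with a median log2 fold change of 2.83. The charts of Figure 5D were drawn from these same samples, so their tallies are no independent test of the pathways. They ranged from 1.56 for CXCL12 (standard error 0.34, adjusted p = 0.0225 in limma) to 4.96 for CXCL9 (standard error 0.33, adjusted p = 0.00215 in limma). Other chemokines rose as well, such as CXCL10 by 3.70 (standard error 0.23), CCL2 by 3.19 (0.16) and CCL5 by 2.64 (0.18). The methods' t-test called 18 of the 20 at an unadjusted p under 0.05 and 6 after Benjamini-Hochberg adjustment. For CXCL12, leaving out each array in turn gave log2 fold changes of 1.11 to 2.00. ADIPOQ, a gene of fat cells, was 0.26 and 1.91 in the 2 KO arrays, and without KO replicate 2 its log2 fold change was 2.16. Of the 17 genes on the cytokine binding chart, 13 were tested, with a median of 2.23. In this group 9 were higher (CCRL1, CD36, CD74, CXCR6, DARC, GHR, IFNGR2, IL13RA1 and IL6ST) and 3 were lower (CCR9, IL12RB1 and IL2RG). CXCR6 had a log2 fold change of 3.57 (standard error 0.15) and CCR9 of -4.77 (0.26), both with an adjusted p of 0.00205 in limma. With each array left out in turn, the lowest log2 fold changes of CCRL1, CD36, DARC and GHR were 1.98, 1.97, 1.68 and 2.38.

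**Figure D3:**
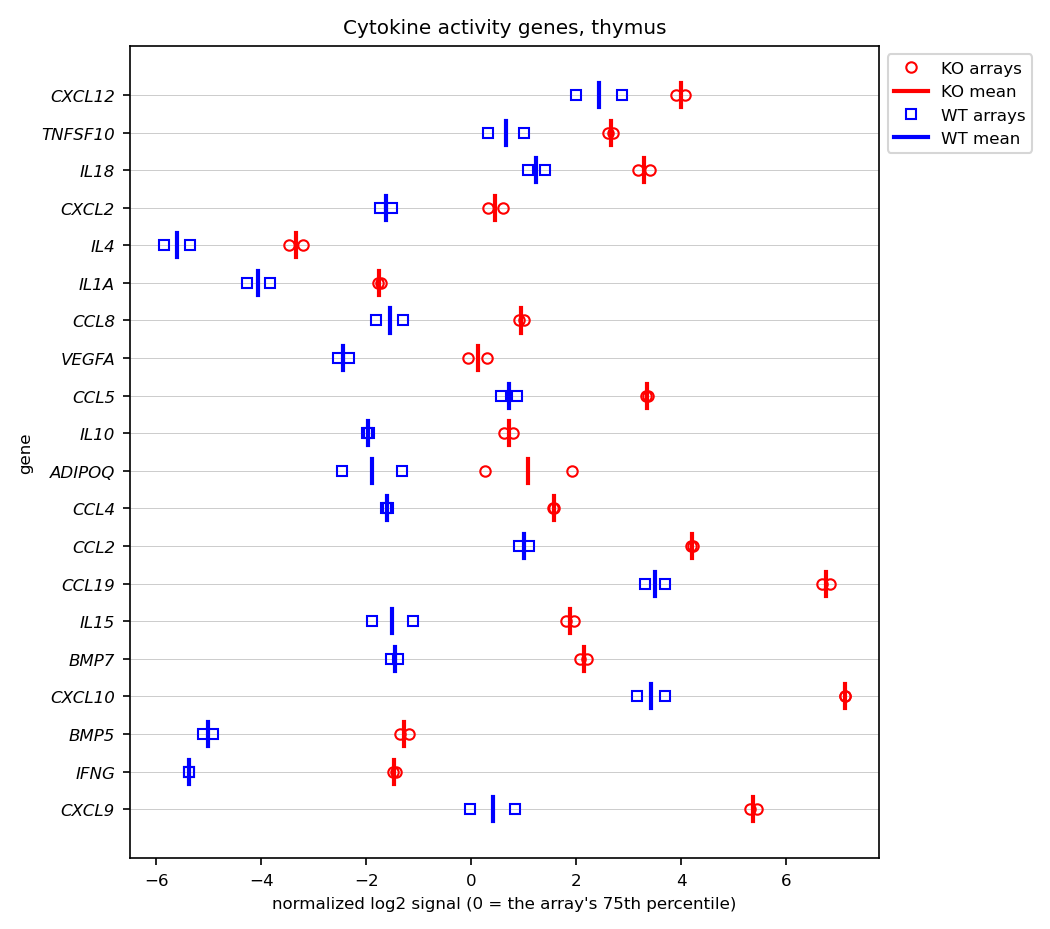
Normalized log2 signal (horizontal axis) of the 20 cytokine activity genes (vertical axis), with KO arrays as red circles, WT arrays as blue squares and group means as vertical bars. In each of the 20 genes both KO arrays lie above both WT arrays. Signals of different genes come from different probes and are not comparable with each other.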

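For the other charts of Figure 5D the thymus arrays gave the following tallies in limma, which are no independent test either. On the haematopoietic cell lineage chart 12 genes were tested, of which 4 were higher in KO (ANPEP, CD36, IL1A and IL4), 6 were lower (CD2, CD3D, CD3E, CD3G, CD4 and CD8A) and 2 were not called (CD9 and ITGB3). Their median log2 fold change was -0.81. On the T-cell receptor signalling chart 11 of 12 genes were tested, and 4 were higher (IFNG, IL10, IL4 and MAPK12) and 7 lower (CD247, CD3D, CD3E, CD3G, CD4, CD8A and LCK), with a median of -2.40. On the protein kinase chart 20 of 30 genes were tested, and all 20 were called. In this group 12 were higher, up to 3.69 for PDK4 (standard error 0.60, adjusted p = 0.0109 in limma), and 8 were lower (AURKA, AURKB, CCND3, CDK1, LCK, PBK, PKMYT1 and SYK), down to -3.09 for PBK (standard error 0.19, adjusted p = 0.00208 in limma). The kinase median was 2.12. A second ITGB3 probe was higher in KO, with a log2 fold change of 1.97. Of the 12, IGF1R and EPHA4 were no longer called under the normexp background correction, with log2 fold changes of 0.79 and 0.67.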

The expression patterns of genes involved in the haematopoietic cell linage pathway, T-cell receptor signalling pathway, and protein kinase signalling pathway in *mIL2RG*^+/Δ69-368^ KO pigs were the same as those found for WT.

### Putative IL2RG interaction network analysis

In this study, we examined a novel computational workflow to design a therapeutic strategy using the Pathway Studio Analysis (PSA). Using sub-network enrichment analysis (Figure 6A), we identified six proteins located downstream of IL2RG-derived thymus. Among them, we identified 10 positive signals, one negative signal, and one mutual signal, respectively. Likewise, we identified four signals located upstream of IL2RG. In spleen, we identified four negative signals on *IL2RG* gene expression, and seven positive signals (Figure 6B). Next, we examined whether the putative interaction networks are functional. As shown in Figure 6B and 6C, the data sets obtained from a representative potential signalling pathway were reconfirmed by RT-qPCR analysis. Among the upstream positive signals, *DNM2* and *GNRH1* gene expression in *IL2RG*^+/Δ69-368^ pigs were lower, whereas the expression of *IL-4* and *IL-21* mRNAs was significantly higher. However, most factors in *mIL2RG*^+/Δ69-368^ KO pigs were not altered compared to those in WT (Figure 6B). Of the negative upstream signals, CEACAM1 gene expression was significantly lower, whereas the level of *PTEN* was unchanged. Unlike the upstream signalling pathway, most of the downstream signal-related factors accurately reflect the predicted putative IL2RG interaction network (Figure 6C).

**Figure 6:**
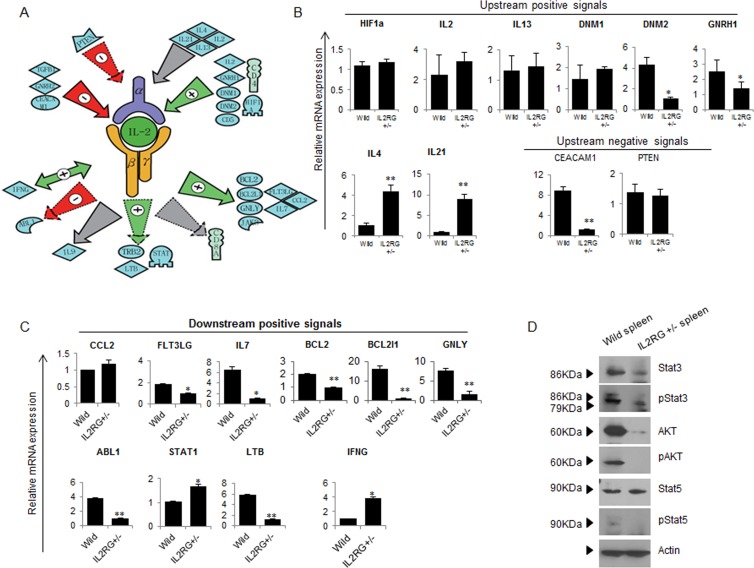
Studio pathway analysis of IL2RG signaling in *mIL2RG*^+/Δ69-368^ KO pig **A.** Functional correlation and interaction of IL2RG signaling using the Pathway Studio software (Ariadne Genomics Inc.; Rockville, MD, USA). All genes are shown by their gene symbols. Direct and indirect regulation are indicated by colored lines and dotted gray lines, respectively. **B.** and **C.** RT-qPCR validation of IL2RG upstream (B)- and downstream (C)-related gene expression proposed by Studio Pathway Analysis. **D.** A western blot analysis of AKT, pAKT, STAT5, pSTAT5, STAT3 and p STAT3 was performed in thymus of WT and mIL2RG^+/Δ69-368^ KO pigs. B actin mRNA expression, which used as an internal positive control in both of WT and mIL2RG^+/Δ69-368^ KO pig-derived thymus, was found to be similar. The data are representative of three experiments.

The mRNAs expression level of *STAT1* and *STAT3*, which are involved in NK cell development, growth, and activation, was significantly higher in *mIL2RG*^+/Δ69-368^ KO pigs (Figure 6C). However, *EOMES*, *T-bet*, and *STAT-4* mRNAs expression was significantly down-regulated (Figure 4). As shown in Figure 6D, total STAT3, p-STAT3, p-STAT5, total AKT, and p-AKT protein expressions were significantly decreased in the *IL2RG*^+/Δ69-368^ KO pigs compared to WT. Therefore, these results support the notion that the γC -JAK3-STAT5 pathway in *mIL2RG*^+/Δ69-368^ KO pigs is inactive during T-, B-, and NK-cell maturation/differentiation.

To obtain further insights into the cellular pathways affected by differentially expressed genes in IL2RG KO thymus and spleen, a network analysis using Ingenuity Pathway Analysis (IPA) was performed. Each case was linked to at least 24 different cellular pathways, even if a small amount of cross-linking was observed (Supplementary Figure 7.1). From the thymus data, network 4 showed connective tissue disorders, immunological disease, and inflammatory disease, included 26 genes, and showed a network with *IFNG* as a central node (Supplementary Figure 7.2). Up-regulated genes, such as *IFNG*, and down-regulated genes, such as *CD4*, *CD2*, and *RGN*, were found to play key roles in network 4. 

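In the thymus arrays, RGN had a log2 fold change of -3.36 (standard error 0.20, adjusted p = 0.00207 in limma) and CD2 of -1.47 (standard error 0.17, adjusted p = 0.00497 in limma). For both genes, the 2 KO arrays lay below the 2 WT arrays.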

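IL12 is made of the products of IL12A and IL12B. In thymus, IL12A was higher in KO, with a log2 fold change of 2.01 (standard error 0.16, adjusted p = 0.00266 in limma). IL12B rose by 0.77 (standard error 0.20, adjusted p = 0.0365 in limma), which is under 2-fold.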

Network-5 showed a network with *IL4*, *IL10*, and *IL12* complexes as a central node (Supplementary Figure 7.3). Network 9 presented cell cycle, DNA replication, recombination and repair, cell death, and survival, and included 25 genes, which contain a network of *NF-kB* complexes, *SRC* families, and *CD9* as central nodes (Supplementary Figure 7.4). 

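Of the subunits of the NF-kB complex, NFKB1 had a log2 fold change of 1.27 in thymus (standard error 0.18, adjusted p = 0.00836 in limma), and RELA of -0.55 (standard error 0.28, adjusted p = 0.173 in limma), which was not called. Without KO replicate 1 the value of NFKB1 was 1.22, and without KO replicate 2 it was 1.33. CD9 was not called by its brightest of 5 probes, with a log2 fold change of 1.36 (standard error 0.85, adjusted p = 0.248 in limma). The signal of that probe was 4.67 and 4.66 in KO and 4.55 and 2.06 in WT, so that the 2 WT arrays differed more from each other than their mean did from KO. Of the 5 CD9 probes, with log2 fold changes from 1.35 to 2.38, 2 were called higher. Without WT replicate 1 the log2 fold change of the brightest probe was 2.60. SRC had no named probe.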

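AKT1 did not differ between KO and WT thymus, with a log2 fold change of -0.10 (standard error 0.16, adjusted p = 0.632 in limma). APP was higher in KO at all 12 of its probes, and the brightest had a log2 fold change of 2.05 (standard error 0.16, adjusted p = 0.00252 in limma). AKT2 had no named probe, and no probe could be assigned to IgM through the gene table.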

Network 14 and 15 show networks with *AKT*, and *APP*, *BCL2L1*, *IGM* as a central node (Supplementary Figure 7.5 and 7.6), which show cancer, haematological disease, and immunological disease, respectively.

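STAT4 did not pass the threshold in the thymus arrays. Its normalized log2 signal was -0.51 and -0.55 in KO and -1.08 and -0.90 in WT, a log2 fold change of 0.46 (standard error 0.16, adjusted p = 0.075 in limma). The second STAT4 probe had a log2 fold change of 0.56 and was not called either.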

*IFN-γ* mRNA expression in the *mIL2RG*^+/Δ69-368^ KO pigs was significantly up-regulated (Figure 6C), whereas *STAT4* mRNA expression (Figure 5D), which is required for IL12-induced IFN-γ production [24], was significantly down-regulated. These seemingly inconsistent results provide further information for a more detailed evaluation of the functional loss of *IL2RG* gene. IPA from thymus showed that differentially expressed genes in *IL2RG*^+/Δ69-368^ KO pigs were involved in the following processes: proliferation of immune cells (Supplementary Figure 10.1), quantity of T lymphocytes (Supplementary Figure 10.2), organ inflammation (Supplementary Figure 10.3), and macrophage infiltration (Supplementary Figure 10.4). Of note, key genes involved in the proliferation of immune cells and quantity of T lymphocytes were down-regulated, whereas the expression of genes involved in organ inflammation and infiltration were up-regulated. 

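The genes behind Supplementary Figure 10 were not analysed here as lists. In their place, lists of cell type and process markers, which are not the lists of the paper, were tested in thymus with camera, a limma test of a gene list against the other named genes. Of 20 thymocyte markers 13 had a tested probe, and all 13 were lower in KO, with a median log2 fold change of -2.60 (limma camera adjusted p = 1.53e-06). Of 17 proliferation markers 8 were tested, and all 8 were lower, with a median of -2.50 (limma camera adjusted p = 3.97e-05). These calls held under fry, another limma test of lists, with adjusted p values of 0.00994 and 0.00282. With a correlation between genes estimated from these 4 arrays in place of the preset one, no list passed 0.05, and both lists had an adjusted p of 0.479. Of the 13 thymocyte markers, 9 are also on the paper's charts or in its text (CCR9, CD1D, CD2, CD3D, CD3E, CD3G, CD4, CD8A and LCK), as are 5 of the proliferation markers (AURKA, AURKB, BLM, CDK1 and PBK).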

As shown in Supplementary Figures 4 and 7.2, higher *IFN-γ* mRNA expression in *IL2RG*^+/Δ69-368^ KO pigs may be caused by high levels of macrophage infiltration. 

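Of 15 macrophage markers 12 had a tested probe in thymus, and all 12 were higher in KO in limma, by 1.27 to 3.05 on the log2 scale with a median of 2.00 (limma camera adjusted p = 8.96e-05). The adjusted p was 0.0171 under fry and 0.489 with a correlation estimated from the 4 arrays. Markers of fibroblasts (5 of 10 tested, median 2.05) and endothelium (4 of 10 tested, median 2.01) rose by about as much. Referring to Supplementary Figures 4 and 7.2, the paper proposes that macrophage infiltration may cause the higher IFN-γ mRNA expression.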

Taken together, these observations suggest why *mIL2RG*^+/Δ69-368^ KO pigs exhibited increased *INF-γ* mRNA expression. Finally, IPA from the spleen data showed several networks. Among them, network 2 shows infectious disease, cell morphology, cell-to-cell signaling, and interaction, and include 19 genes (Supplementary Figure 9).

## DISCUSSION

Previous studies demonstrated that X-SCID phenotype with T^−^B^+^NK^−^ in humans [25] and a T^−^B^−^NK^−^ in mice [26] was caused by mutations of *IL2RG* gene. Here, we found that monoallelic disruption of pig *IL2RG* gene showed very closely similar characteristics to human SCID with T^−^B^+^NK^−^ phenotype rather than that of *IL2rg* KO mouse. This observation strongly suggests that *mIL2RG*^+/Δ69-368^ KO pigs can cover the significant differences between mouse and man. Taken together, our observations suggested that monoallelic *IL2RG* KO pigs may provide more mechanistic insights for the study of human immunodeficiency syndrome.

In immunohistological analysis, *mIL2RG*^+/Δ69-368^ KO pigs possess CD3^+^CD25^+^ positive cells as well as CD3^+^FOXP3^+^, and CD25^+^FOXP3^+^ DN cells in the thymus, or CD20^+^CD79a^+^ cells in the spleen, indicating that they might have γδ T-cells, or functional B-cells. A previous study showed that FOXP3 positive cells in mice were CD25-positive among DN cells [27], indicating that CD25 expression positively correlated with Foxp3. In this study, however, CD25-positive cells in pigs are partially co-localized with FOXP3-positive staining (Supplementary Figure 3.3). Further, the findings from our present study showed that *mIL2RG*^+/Δ69-368^ KO pigs possess CD3 positive cells as well as CD44^−^CD25^+^ cells (DN3 stage), but lacked CD44^−^CD25^−^ cells (DN4 stage). This is the first critical difference between the pig and mouse immune system.

T-cell development in *mIL2RG* KO pigs successfully progressed to the DN3 stage. This may be associated with different IL2RG/JAK3 signals or the relatively abundant CD3-positive cells. The presence of CD3 on the surface of T-cells depends on the proper rearrangement and functional pairing of T cell receptor (TCR) alpha/beta or gamma/delta chains [27, 28]. The expression of CD4 and CD8 is induced following the pairing of a surrogate alpha with a correctly rearranged beta chain. The appearance of pre-TCR also stops gamma chain rearrangement in T-cells and induces the formation of the alpha chain. Since CD3-positive cells are present in DN T-cells from *mIL2RG* KO pig-derived thymus and spleen, they are likely gamma/delta T cells. Thus there are clear phenotypic differences between *mIL2RG*^+/Δ69-368^ KO pigs and Il2rg mutant mice.

It is well-known that *T-bet* and *GATA-3* in mice are key transcription factors involved in the control of Th1 and Th2 cytokine production [29, 30]. In DNA chip analysis, mRNA expression of *T-bet* and *GATA-3* in the spleen or thymus from *mIL2RG*^+/Δ69-368^ KO pigs was decreased compared with that from WT. However, *STAT-1* and/or *STAT-6*, exist upstream of *T-bet* and *GATA-3*, were expressed at higher levels in spleen cells from *mIL2RG*^+/Δ69-368^ KO pigs compared with those from WT or were not altered, respectively. These observations suggest that the pig IL2RG signalling pathway does not mimic the mouse Il2rg signalling pathway. In addition, the levels of Th1 cytokines, such as IFN-γ, in the spleen or thymus from *mIL2RG*^+/Δ69-368^ KO pigs were significantly higher than those in WT. 

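In thymus, GATA3 was lower in KO, with a log2 fold change of -3.72 (standard error 0.22, adjusted p = 0.00208 in limma). Its normalized log2 signal was 2.71 and 2.57 in the KO arrays and 6.13 and 6.59 in the WT arrays, and both of its probes were called. T-bet, the product of TBX21, had no named probe.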

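For IFNG, the normalized log2 signal in thymus was -1.50 and -1.43 in KO and -5.37 and -5.38 in WT, with an adjusted p of 0.00205 in limma. The signal was well above background on all 4 arrays but near the lower end of the range in WT, so that the size of the change depended on the background correction. Under the normexp correction its log2 fold change was 1.70.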

Because the degree of change in expression was profound for most of these genes (≥2-fold), these findings reinforce the notion that the effect of IL2RG deficiency on T, B, and NK cell development is combinatorial, affecting different signalling pathways involved in many aspects of cellular function.

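Of 36 genes considered here that the text names for the thymus arrays, 30 could be tested. In limma 24 of them changed by at least 2-fold and 22 by at least 4-fold. The other 6 (AKT1, CD9, IL12B, RELA, STAT4 and STAT6) were not called. From the size of these changes, the paper reasons that loss of IL2RG affects T, B and NK cell development through several signalling pathways together.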

Recently, several groups have reported the development of X-linked SCID-like pigs, which were created by disrupting the *IL2RG* gene, and used to test allogeneic engraftment [18, 19]. However, limited engraftment was obtained following xenotransplantation of human BM cells to porcine^−/Y^ recipients [18]. Very recently, we successfully transplanted human inducible pluripotent stem cells or porcine trophoblast stem cells into biallelic RAG2 SCID pigs, and produced teratoma from allogenic or xenogeneic cells [21]. Thus xenografted cells can differentiate along a multitude of differentiation pathways, representing a major advance over previous large animal SCID models. Previously, we and other group found that *RAG2* KO pigs lack CD3^+^ cells in their spleen and thymus [20, 21]. On the contrary to this, *mIL2RG*^+/Δ69-368^ KO pig-derived thymus and spleen exhibited several different types of CD3^+^CD4^−^CD8^−^ or CD3^+^CD44^+^CD25^+^, CD3^+^CD44^−^CD25^+^, and FOXP3^+^CD3^+^CD25^+^ cells, indicating that the importance of CD3^+^ T cells against xenotransplantation might be underscored. In conclusion, our observations suggested that functional innate immunity in *IL2RG* KO pigs impedes efficient immunological adaptation of human engraftment and that results of the present study will offer further mechanistic insights into the immune dysfunction of *mIL2RG*^+/Δ69-368^ KO pigs.

## MATERIALS AND METHODS

### Ethics statement

Animals used in this study were approved by the Institutional Animal Care and Use Committee of the University of Missouri (IACUC 7868) and Konkuk University (IACUC KU15085). Tissue collection (Lymph node, spleen, and thymus) was conducted at slaughter according to relevant national and international guidelines.

### Gene targeting

For gene targeting, 2-3 million cells were transfected with TALEN constructs with a reporter vector; 2 μg of each construct was used per 1 million cells. Cells were electrophoresed with the constructs at 490 V for 1 ms and in three pulses using a BTX Electro Cell Manipulator (Harvard Apparatus, Holliston, MA). The cells were plated in T75 flasks for 48 h and sorted for GFP positive cells using Beckman Coulter MoFlo XDP. The sorted cells were plated in 96-well plates. After 10 days, half of the cells were used for genotyping. To investigate the presence of indels following the introduction of TALENS, a fragment of genomic DNA flanking the TALEN cutting site was amplified by PCR. Genomic DNA from cultured cells was isolated using cell lysis buffer, and the genomic DNA was used for PCR. PCR conditions were as follows; initial denaturation for 2 min at 95°C followed by 32 cycles of 30 s at 94°C for denaturation, 30 s at 55°C for annealing, and 30 min at 72°C. The predicted size of the PCR product was 417 bp. RT-PCR products to identify the presence of indels were analysed by 1% of agarose gel electrophoreses, extracted by agarose gel, and then sequences directly by using an automated sequencer, ABI 3730XBI (Applied Biosystems, Foster City, CA, USA).

### Somatic cell nuclear transfer

To produce SCNT embryos, sow-derived oocytes were purchased from ART (Madison, WI). The oocytes were shipped overnight in maturation medium (TCM199 with 2.9 mM Hepes, 5 μg/mL insulin, 10 ng/mL EGF, 0.5 μg/mL p-FSH, 0.91 mM pyruvate, 0.5 mM cysteine, 10% porcine follicular fluid, 25 ng/mL gentamicin) and transferred into fresh medium after 24 h. After 40-42 h of maturation, cumulus cells were removed from the oocytes by vortexing in the presence of 0.1% hyaluronidase. During manipulation, oocytes were placed in manipulation medium supplemented with 7.0 μg/mL cytochalasin B. The polar body, along with a portion of the adjacent cytoplasm, presumably containing the metaphase II plate, was removed and a donor cell was placed in the perivitelline space using a thin glass capillary. The reconstructed embryos were then fused in fusion medium (0.3 M mannitol, 0.1 mM CaCl_2_, 0.1 mM MgCl_2_, and 0.5 mM Hepes) by two DC pulses (1-s interval) at 1.2 kV/cm for 30 μs using a BTX Electro Cell Manipulator (Harvard Apparatus). After fusion, embryos were fully activated with 200 μM thimerosal for 10 min in the dark and 8 mM dithiothreitol for 30 min. Embryos were then incubated in porcine zygote media 3 (PZM3) with 0.5 μM scriptaid, a histone deacetylase inhibitor, for 14-16 h. The following day, the SCNT embryos were transferred into surrogates. To transfer blastocysts, the embryos were washed and cultured for a further 5 days in PZM3 in the presence of 10 ng/mL CSF2. SCNT embryos were surgically transferred into the ampullary-isthmic junction of a surrogate.

### Identification of off-target sequences

To identify putative off-target sequences for the TALENs used in this study, bioinformatics tools were used to identify sequences similar to each TALEN binding site from the most recent pig genome assembly (Sscrofa10.2). PCR primers were designed to flank the most likely off-target sites based on the number of nucleotide differences. These regions were amplified in the founder animals and tested for off-target events using the Surveyor nuclease assay (Supplementary Figure 2). After PCR amplification, 300-500 ng of PCR products (10-15μL) was transferred to a fresh tube, denatured, and re-annealed according to the following thermocycler program: 95°C for 2 min, 95-85°C at −2°C per second, 85-25°C at −0.1°C per second, 4°C indefinitely). One-microliter of Surveyor nuclease and 1 μL of Surveyor enhancer were added and samples were incubated at 42°C for 30 min. Next, the reaction mixtures were immediately placed on ice and 6X Surveyor nuclease stop buffer and 6X dye were added. The samples were electrophoresed on a 2.0% agarose gel.

### Real-time quantitative RT-PCR analysis

The total RNA obtained from each tissue was reverse-transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, USA). To assess levels of gene expression, quantitative real-time reverse transcriptase polymerase chain reaction (RT-qPCR) was conducted using an ABI ViiA 7 system (Applied Biosystems, CA, USA) and SYBR Green as the double-stranded DNA-specific fluorescent dye (Bio-Rad, CA, USA) (Supplementary Table 2, 3, and 5 for RT-qPCR primer sets). GAPDH was used as an internal control to normalise the RT-qPCR efficiency and to quantify gene expression. After normalisation, we compared the relative expression of each mRNA in IL2RG KO pig with that in WT pigs. We performed RT-qPCR on each sample independently and in triplicate.

### Western blot analysis

Tissues from WT and IL2RG KO pigs were lysed in lysis buffer. Equal amounts of protein were resolved by 10% SDS gel electrophoresis, and proteins were electrophoretically transferred to a nitrocellulose membrane. Immunoreactivity was detected through sequential incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies and enhanced chemiluminescence reagents. The primary antibodies used are detailed in Supplementary Table 4.

### Immunohistochemistry

Tissues were fixed in neutral buffer containing 10% formalin and slides were generated for immunohistochemical analysis. Endogenous peroxidase activity was blocked using 3% hydrogen peroxidase following which the samples were pre-treated with Borg Decloaker, and blocked in background Sniper solution. After washing, samples were incubated with primary antibodies specific for either B, T, or NK cells (Supplementary Table 4). After incubation, samples were washed and incubated further with HRP-conjugated secondary antibodies. The samples were also stained with hematoxylin to provide background staining.

### RNA amplification, labelling, and hybridisation to Agilent microarrays

RNA was extracted from the spleen and thymus of *mIL2RG*^+/Δ69-368^ KO and WT pigs using RNeasy Mini Kits (Qiagen, Valencia, CA, USA) according to the manufacturer protocol. We used the Porcine (V2) Gene Expression Microarray, 4×44K (G2519F). Labelling was carried out using an RNA Fluorescent Linear Amplification Kit (Agilent Technologies, Palo Alto, CA, USA; http://www.agilent.com). The sample and control RNAs were labelled with Cy-3 and Cy-5, respectively. Fragmentation was carried out by incubation at 60°C for 30 min in fragmentation buffer (Agilent Technologies), and the process was stopped by the addition of an equal volume of hybridisation buffer (Agilent Technologies). The fragmented target was applied to an Oligo Microarray for pig (Agilent Technologies). Hybridisation was carried out at 60°C for 17 h in a hybridisation oven (Robbins Scientific, Sunnyvale, CA, USA). The hybridised array was scanned with an Agilent microarray scanner. The TIFF image generated was loaded into Feature Extraction Software (Agilent Technologies) for feature data extraction, and data analyses were performed with GeneSpring 10.0. Microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE77581.

### Pathway studio analysis

To identify molecular pathways, we arranged the data using Pathway Studio 9.0 software (Ariadne Genomics; MD, USA). This program integrates relevant information between the imported genes, consequently permitting the identification of biological pathways, gene regulation networks, and protein interaction maps.

### Gene ontology analysis

Gene ontology (GO) analysis of the significant probe list was performed in PANTHER (http://www.pantherdb.org/), using text files containing the Gene ID list and accession numbers of the Illumina probe ID. All data analysis and visualisation of differentially expressed genes were conducted using R 2.4.1 (www.r-project.org). In addition, DAVID Functional Annotation Bioinformatics Microarray Analysis tools (http://david.abcc.ncifcrf.gov/) were used to study the biological function of the regulated genes [23].

### Kyoto encyclopedia of genes and genomes pathway analysis

Kyoto encyclopedia of genes and genomes (KEGG) is a collection of online databases dealing with genomes, enzymatic pathways, and biological chemicals. The PATHWAY database records networks of molecular interactions in cells, which include organism-specific network maps (http://www.genome.jp/kegg/).

### Statistical analysis

All experimental data was presented as means ± standard deviation (SD). Each experiment was performed at least three times. For statistical analysis, one-way analysis of variance (ANOVA) was performed to determine whether there were differences among the groups, and Fisher's post-test was performed to determine significance between pairs of groups. In all experiments, *P < 0.05, and **P < 0.01 were considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

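Gene expression in the thymus of IL2RG KO pigs and WT pigs was measured on 4 porcine oligonucleotide arrays of Agilent, with 2 arrays per genotype and 1 sample per array. The genotype and replicate number of each array were taken from the sample labels and the methods. KO replicate 1 and WT replicate 2 shared slide 1, and KO replicate 2 and WT replicate 1 shared slide 2. The spleen arrays that the paper describes were not analysed here.

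The intensity values of each array were deposited by the authors as scanner output of Agilent's Feature Extraction software, version 11.0.1.1 according to the file header. The processed signal in it is the brightness of a spot after subtraction of the background and correction of spatial trends, on a linear scale and without normalization between arrays. The deposited output also marks each spot as well above background or not, as saturated or not, and as an outlier or not, and gives the median intensity of the spot and of its local background. The authors also deposited a table of log2 values for the same arrays. When it was set against the scanner output, it held quantile normalized log2 signals of the 27974 probes that were well above background on all 4 arrays, with a Pearson's r of at least 0.9998 with the log2 scanner signal on each array. The methods name the GeneSpring software. The results name fold changes of 2 and 4 and an unpaired t-test with the Bonferroni correction, called the methods' t-test here, and the paper's text does not name the normalization.

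From the scanner output, control spots and spots marked as outliers were left out here, which removed 6 of the 43603 probes. The processed signal was put on a log2 scale, the 75th percentile of each array was subtracted, and spots of the same probe were averaged. The 31959 probes that were well above background on both arrays of at least 1 genotype were tested. Each probe was fitted with lmFit and eBayes of limma, version 3.58.1, in R 4.3.3, and was called different at a Benjamini-Hochberg adjusted p under 0.05 with a fold change of at least 2 or at least 4. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Where a probe was not well above background on either array of a genotype, its fold change is given as at least N-fold. This bound is the mean of the other genotype against the mean of, on each array, the lowest signal among probes well above background or the probe's own signal, whichever was higher. No spot was saturated.

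Of the 43603 probes, 7111 carried a RefSeq accession, and 6686 of them (15.3% of all probes) were matched to the 3020 genes of the RefSeq table of the Sscrofa11.1 assembly that gave them a symbol. The table was used for names alone and no coordinates were taken from it. A gene without such a match is described as having no named probe, which does not mean that the array lacks it. A gene was represented by its probe with the highest mean signal, and its other probes are mentioned for some of the genes at which they differ in call. The genes named in the text are those that the paper names or shows legibly, those of the marker lists, and the 5 probes with the largest rise and the 5 with the largest fall among named probes that passed 2-fold, were well above background and not saturated on all 4 arrays and had both KO arrays on the same side of both WT arrays. Marker lists of cell types, tissues and processes were tested with camera of limma, with its preset correlation between genes, with a correlation estimated from the arrays, and with fry, against 2700 named genes. Lists with fewer than 3 tested genes were not tested. The results of a few genes are not reported here, and the marker lists and the tallies of the paper's genes were computed without them.

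The comparison, its thresholds, the rule for named genes, the marker lists and all alternatives other than those named as chosen after the values were seen were fixed before the data were examined. The alternatives were quantile normalization, scaling to the median, the normexp background correction with an offset of 50, the log2 values deposited by the authors, no filter on dim probes, a filter for probes well above background on all 4 arrays, the slide or the replicate number as a block, the methods' t-test with the Bonferroni correction, with Benjamini-Hochberg adjustment or unadjusted, fold change alone, limma with the Bonferroni correction or with an intensity trend, 1 value per gene symbol, and each array left out in turn. The normexp correction had been planned on the mean intensity of each spot. It was run on the median intensity, since the files used here give that one.

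The number of arrays limits the precision. With 2 arrays per genotype there are 6 permutations of the labels and the smallest two-sided exact permutation p of 1 gene is 0.333, so that adjusted p values from limma rest on a spread pooled over probes. The procedure was tested on simulated data with the spread of these arrays, in which 200 of 31959 probes were changed by known amounts. In that simulation of KO against WT thymus arrays, limma called 108 of the 200 (54%), together with 1 unchanged probe. The methods' t-test called 184 of the 200 and 121 unchanged probes at an unadjusted p under 0.05, and 2 of the 200 after Benjamini-Hochberg adjustment. None of these calls had the wrong direction. The 200 probes were all changed by at least 4-fold. In the real comparison 15373 probes had an adjusted p under 0.05 in limma, far more than were changed in the simulation. The share recovered and the wrong calls therefore do not carry over to the real comparison.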

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

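The test of the slides was chosen after the result was seen. Among the named probes that were well above background on all 4 arrays, the 5 with the largest rise in KO thymus were those of GZMK, FMO1, CXCL9, CLDN10 and CD180. CXCL9 is on the paper's charts. The paper does not discuss the other 4, whose signals in both KO arrays lay far above both WT arrays.

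GZMK, which encodes the protease granzyme K, had a normalized log2 signal of 3.14 and 3.22 in KO and -2.35 and -1.84 in WT, a log2 fold change of 5.28 (standard error 0.23, adjusted p = 0.00205 in limma) or 38.8-fold. For FMO1, which encodes a flavin-containing monooxygenase, the signals were 0.85 and 0.92 in KO and -3.02 and -5.26 in WT, a log2 fold change of 5.03 (standard error 0.77, adjusted p = 0.00944 in limma). The WT arrays were unequal for FMO1, and leaving out an array in turn gave 3.91 to 6.15. All 3 FMO1 probes were called. CLDN10, a gene of the claudin family of cell junction proteins, had 1.66 and 1.93 in KO and -2.98 and -3.28 in WT, a log2 fold change of 4.93 (standard error 0.20, adjusted p = 0.00205 in limma). CD180, which encodes a surface receptor of immune cells, had 0.04 and 0.28 in KO and -4.37 and -5.04 in WT, a log2 fold change of 4.87 (standard error 0.28, adjusted p = 0.00207 in limma).

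A difference between the slides is argued against, as the cause of the differences as a whole, since each slide held both genotypes. On both slides KO and WT were at least 2-fold apart in the same direction at 9671 of the tested probes, whereas in both genotypes the slides were at least 2-fold apart in the same direction at 278. A difference in overall brightness is argued against in the same way, since 9960 probes were called in the same direction under quantile normalization, which gives every array the same distribution of signals. The background affects the size of these rises because the WT signals of GZMK, FMO1, CLDN10 and CD180 were low. Under the normexp correction their log2 fold changes were 4.64, 3.38, 4.15 and 3.12, all called in limma. The calls of these 4 genes held in each of the 14 limma settings other than the Bonferroni correction. The methods' t-test with Benjamini-Hochberg adjustment called GZMK and CLDN10 and not FMO1 (adjusted p = 0.112) or CD180 (adjusted p = 0.0544), and after Bonferroni it called none of them. A different mix of cells in the KO samples and a change within cells due to the loss of IL2RG both stay open for these genes, and neither was tested on them. The sex of the pigs stays open as well.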

How the results depend on the processing

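The combinations of the authors' deposited values with another test were chosen after the result was seen. The analysis of the 31959 tested probes gave 6712 higher and 4170 lower past 2-fold and 3566 higher and 1312 lower past 4-fold, and the counts not given here stayed within 1.5 times of these.

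Under the normexp background correction, 3909 probes were higher and 2702 lower past 2-fold, and 1166 higher and 703 lower past 4-fold. Median scaling gave 6334 lower past 2-fold. It moved the median log2 fold change of all tested probes to -0.32 and turned the majority of calls from increases to decreases. The authors' deposited values gave 2125 higher past 4-fold, and the filter for probes above background on all 4 arrays gave 2148. Both hold 27970 of the probes, since probes dim in one genotype drop out. For normexp and median scaling the cause was not tested. Of the probes called in the analysis, 9979 were called in the same direction under median scaling, 9960 under quantile normalization, 6473 under normexp and 7944 in the authors' values, and none of them in the opposite direction under the last 3.

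The choice of test moved the counts most. The methods' t-test with the Bonferroni correction called 0 probes in either direction past 2-fold or 4-fold, against 8611 past 2-fold at an unadjusted p under 0.05. With Benjamini-Hochberg adjustment it called 722 higher and 783 lower past 2-fold and 484 and 408 past 4-fold. Limma with the Bonferroni correction called 4 higher and 1 lower past either fold change. With 1 value per gene symbol, which leaves 2702 genes to test, 692 were higher and 349 lower past 2-fold and 327 and 112 past 4-fold. On the authors' deposited values, the methods' t-test unadjusted gave 3681 higher past 2-fold and 1813 past 4-fold, fold change alone gave 2151 higher past 4-fold, and the t-test with Bonferroni gave 0 in either direction, all chosen after the values were seen.

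Leaving out each array in turn gave 4012 to 7566 probes higher and 2081 to 5147 lower past 2-fold. Each extreme low came without KO replicate 2 and each extreme high without WT replicate 1. Past 4-fold the ranges were 2901 to 4455 and 1224 to 1510. The array left alone in its genotype was assumed to vary like the other 2. A call lost or gained in such a fit therefore also reflects the spread between those 2 arrays. It does not show that the call rested on the array left out.

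With the replicate number as a replicate block, 6631 probes were higher and 4037 lower past 2-fold. The replicates share only a number, and the deviations of arrays with the same number had a correlation of -0.290. The crossed pairing was considered after that correlation was seen, but it is the fit with the slide as a block, which was set before the data were examined, and it called 6887 higher and 4237 lower.

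The number of probes at least 2-fold apart between the 2 KO arrays was 749. It was 296 under normexp, 436 in the authors' values, 3110 with no filter on dim probes and 479 with the filter on all 4 arrays. The last 2 differ from it only in the dim probes that were kept or left out.

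IL2RG kept its direction under every alternative and its call under all but 3. Its log2 fold change of -3.41 was not called by the methods' t-test with Bonferroni or Benjamini-Hochberg (adjusted p = 0.0614) or by limma with Bonferroni. Of 211 named genes with a value, 208 kept their call, or stayed uncalled, under quantile normalization, 209 under median scaling and 199 under normexp. The number was 203 with no filter and 207 with the slide as a block, and lower with either KO array left out. Some uncalled genes changed sign when an array was left out, such as LIPE (0.34, down to -0.37) and LPL (0.475, down to -0.18). Of the 211 genes 162 were called here. All 162 calls were lost in the methods' t-test with Bonferroni and in limma with Bonferroni, 129 in the methods' t-test with Benjamini-Hochberg and 30 in the unadjusted one. Of the 202 with a value in the authors' table, 198 kept their call or stayed uncalled. TG and THBS1 changed sign with 1 value per gene symbol, to 1.21 (adjusted p = 0.00535 in limma) and 1.86 (adjusted p = 0.0154 in limma). Their brightest probes had -0.27 and -0.04 and were not called, whereas 3 of 5 tested TG probes and 5 of 6 THBS1 probes were higher in KO.

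Among the marker lists, the thymocyte, macrophage, fibroblast, endothelium, proliferation and interferon response lists stayed under an adjusted p of 0.05 in camera of limma under each alternative normalization, filter and block, with each array left out, and in fry. The B cell list (median -2.48, adjusted p = 0.109) was called under fry (-2.48, 0.00578) and under no other alternative. Skeletal muscle (-0.72, 0.028) lost its call in the authors' values (-0.53, 0.0597) and with the filter on all 4 arrays (-0.59, 0.0755). Both lack MYL1, which was not well above background in KO, and hold the other 10 muscle genes. Thymic epithelium (1.29, 0.0622) gained a call under fry (1.29, 0.0051), quantile normalization (1.34, 0.0437), normexp (1.02, 0.0356) and the authors' values (1.35, 0.0412). The adipocyte list (2.84, 0.0605) gained one under quantile normalization (2.93, just under 0.05), median scaling (2.58, 0.0292), normexp (2.61, 0.0326), the slide block (2.84, 0.00694) and without KO replicate 1 (3.62, 0.00187), while leaving out each other array gave medians from 2.06 to 3.41 and no call. Under fry the NK cell (1.14, 0.0257) and lung (0.77, 0.00994) lists were called as well. The cause of these changes was not tested.

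What signal over background limits is the size of changes near the floor. The log2 fold change of IL4 was 2.27 and 0.74 under normexp, and that of IFNG was 3.91 and 1.70.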

Differences from the paper's values

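The combinations of the authors' deposited values with fold change alone, with the methods' t-test unadjusted or with Bonferroni were chosen after seeing the values. The paper counts genes and the counts here are of probes.

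Past 4-fold, 4878 probes were called here and the paper's number is 2613. Of the alternatives set before the data were examined, normexp (1869), the authors' deposited values (3171) and the filter on all 4 arrays (3174) come within 1.5 times of it, and the others do not. Chosen after seeing the values, the authors' values with fold change alone gave 3234 and with the unadjusted methods' t-test 2814.

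Of the probes past 2-fold, 6712 were higher here and the paper's number is 3644. Within 1.5 times of it came normexp (3909), the authors' deposited values (4639), the filter on all 4 arrays (4760), the unadjusted methods' t-test (5098), and the analyses without KO replicate 1 (4246) and without KO replicate 2 (4012). The other alternatives set before the data were examined did not. The authors' values with fold change alone (4895) and with the unadjusted methods' t-test (3681), both chosen after seeing the values, did so too. The paper's 3644 increased and 4487 decreased genes add up to 8131, whereas its total is 9131, and Figure 5A prints 4644 increased genes. The 6712 probes are within 1.5 times of 4644.

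At 4-fold or more, 3566 probes were higher here and the paper's number is 1396. Of the alternatives set before the data were examined, only normexp (1166) came within 1.5 times of it. Chosen after seeing the values, the authors' values with the unadjusted methods' t-test gave 1813. The methods' t-test with the Bonferroni correction called 0 probes on the values used here and 0 on the authors' deposited values. Unadjusted it called 8611 and 6900 past 2-fold, and limma called 10882 and 8524.

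The legend of Figure 5 describes the genes of the JAK-STAT, haematopoietic cell lineage, T-cell receptor and protein kinase charts as alike in KO and WT. Of the genes tested here, 11 of 11, 10 of 12, 11 of 11 and 20 of 20 were called different in limma. The charts were drawn from the same samples, so these tallies do not stand for the pathways as a whole. In the JAK-STAT group 8 were higher in KO and 3 lower. The paper also describes STAT4 as lower in KO. Here its log2 fold change was 0.46 (standard error 0.16, adjusted p = 0.075 in limma), with a range of 0.20 to 0.55 over the alternatives, and it was called under none of the limma settings. STAT3 is described as higher in KO by RT-qPCR, and the paper names the spleen for it. On the thymus arrays its brightest probe had 0.82 (standard error 0.18, adjusted p = 0.0228 in limma), which is under 2-fold, whereas 2 of its 4 probes were called higher, and with 1 value per gene symbol it was called at 1.08. GNRH1 is shown as lower by RT-qPCR and had -0.60 here, which was called without WT replicate 2 alone, at -1.05.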

Other observations

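The tests of IFNG against the macrophage markers, of RAG1, RAG2 and PTCRA against the other thymocyte markers, of muscle genes, of fat genes and of the slides were chosen after the result was seen.

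The split of the 4 arrays by genotype gave 10882 called probes in limma. On both slides KO and WT were at least 2-fold apart in the same direction at 9671 probes, and in opposite directions at 28. In both genotypes the slides were at least 2-fold apart in the same direction at 278 probes, and in opposite directions at 21. The slide is thus argued against as the whole cause of the differences between KO and WT. The KO and WT arrays did not overlap at 25166 of the tested probes (78.7%), where chance gives 33.3%. The raw 75th percentile was higher in both KO arrays, by a small margin for KO replicate 2. Overall brightness is argued against as the whole cause, because 9960 probes kept their direction and call under quantile normalization. Whether the KO and WT pigs differed in sex cannot be told apart from genotype here. Of 8 Y chromosome genes only SRY had a named probe, 0 of them were well above background on any array, and the X inactivation gene XIST had no named probe.

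In the KO thymus the T cell genes fell while other cell types did not move as one. Of 11 B cell markers 4 were tested, with a median log2 fold change of -2.48, which was called under fry and not in camera (limma camera adjusted p = 0.109, 0.00578 under fry). CD79A had -3.47, MS4A1 -3.45 with 1 of the 2 KO arrays well above background, and CD72 -1.51, while BLNK rose by 1.43. The B cell median minus the macrophage median of 2.00 was -4.48, and CD79A, MS4A1 and CD72 fell where all 12 macrophage markers rose. A lower share of thymocytes raises the markers of every other cell type alike, so this argues against it as the only change. It stays open as a part of the fall in T cell genes, next to lower expression per cell and an effect of the genotype on B cells.

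The rise of macrophage markers and IFNG was set against the same explanation. Thymic epithelium markers (4 of 12 tested) had a median of 1.29 (limma camera adjusted p = 0.0622, 0.0051 under fry), with EPCAM at 0.37 and CCL25 at 0.48, neither called, and KRT8 and CLDN4 at 2.37 and 2.10. A lower share of thymocytes stays open as the cause of the rise of macrophage markers. The fall of 3 of the 4 B cell markers cannot decide it, since the paper reports fewer B cells in the spleen of KO pigs. Macrophage markers did not rise by more than fibroblast markers (median 2.05, limma camera adjusted p = 0.0235, 0.00578 under fry) or endothelium markers (median 2.01, 0.0401 and 0.0413), so a gain of macrophages beyond other stromal cells is not shown by these arrays. IFNG rose by 1.91 more than the macrophage median. Whether it rose in step with these markers cannot be told apart, since IFNG lay near the lower end of the signal in WT and its log2 fold change under normexp was 1.70.

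The largest falls among named probes well above background on all 4 arrays were those of LOC396781, RAG1, PTCRA, LOC396700 and LOC100302368. LOC396781, for which the gene table gives the synonym IGHG, an immunoglobulin heavy chain, had a signal of -5.90 and -5.66 in KO and 2.14 and 3.22 in WT, a log2 fold change of -8.46 (standard error 0.40, adjusted p = 0.00205 in limma). All its 13 probes were lower. LOC396700 had -6.55 and LOC100302368 -6.27, and the table gives no other name for them. RAG1 (-7.68 by its brightest probe), RAG2 (-7.76, with 1 of the 2 KO arrays well above background) and PTCRA (-7.74) act in rearranging and assembling the T cell receptor in early thymocytes. Their median was -7.74, against -2.53 for the other 10 thymocyte markers, a difference of -5.21, and the lowest of the 10 was CCR9 with -4.77. Under the normexp correction RAG1, RAG2 and PTCRA had -6.40, -4.15 and -5.87. The 3 genes were picked for their falls, so that this difference excludes nothing. An equal loss of all thymocytes, a larger loss of the cells that express these 3 genes and lower expression of them per cell cannot be told apart, and RNA of the cell types apart was not analysed here. WC1, listed as CD163L1 in the gene table and on the list of gamma delta T cell markers, was at least 20.5-fold lower by the bound used here, and its log2 fold change under normexp was -2.04. With CD3G it was the only tested gene of the 7 on that list.

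Skeletal muscle markers went apart. Of 12 genes 11 were tested, with a median of -0.72 (limma camera adjusted p = 0.028, 0.0051 under fry). MYL1 was called lower in KO at 15 of 15 probes, with a log2 fold change under normexp of -2.77, MYLPF had -3.62 and TNNT3 -3.38. MYH2 had -1.82 by its brightest probe, but only 1 of its 3 probes was called, and they ranged from -3.97 to 1.17. Its call was lost under normexp and with 1 value per gene symbol. Of the 16 ACTA1 probes 7 were called lower, with log2 fold changes of -2.63 to -5.58, and the brightest was not called. Muscle tissue in the WT samples may give such a pattern, but it also brings CKM and TNNI2. The 10 CKM probes had a median of 1.29, from -0.26 to 1.43, and TNNI2 had 0.01. Muscle tissue and other sources of these genes cannot be told apart here, since the genes of the list go both ways and CKM and TNNI2 were well above background in all 4 arrays. MYH1 was 2.32 in WT replicate 2 and -3.77 in WT replicate 1, so that its fall was not called.

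Fat genes differed between the 2 KO arrays. Of 10 adipocyte markers 9 were tested, and all 9 were higher in KO replicate 2 than in KO replicate 1, by 0.69 to 1.97 with a median of 1.50. The medians of the other lists lay between -0.20 and 0.45. The same genes were lower in WT replicate 2 than in WT replicate 1 at 8 of 9, with a median of -1.08. KO replicate 2 and WT replicate 1 share slide 2, so that the difference follows the slide in both genotypes. Unequal amounts of fat tissue in the samples and a difference between the slides cannot be told apart, since each slide held 1 array per genotype and the medians of 1.50 and -1.08 are what both would give. Against WT, the list had a median of 2.84 and was not called (limma camera adjusted p = 0.0605, 0.181 under fry), whereas with the slide as a block it was called (limma camera adjusted p = 0.00694). PCK1 rose by 3.62 and FABP4 by 2.84, and without KO replicate 2 the call of FABP4 was lost with a log2 fold change of 2.06. The calls of ADIPOQ and CD36 were lost without KO replicate 2 as well, and those of all 3 genes without WT replicate 2.

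Of the genes of cytotoxic cells given here, those that were called were higher in KO. GZMK, described above, had a log2 fold change of 5.28. KLRK1 rose by 2.52 (standard error 0.32), LAG3 by 2.38 (0.24) and NKG7 by 1.14 (0.23), the last called in 10 of the 14 limma settings other than the Bonferroni correction. GZMB had -0.76 (standard error 0.31, adjusted p = 0.111 in limma) and was not called. Of 12 NK cell markers 3 were tested, with a median of 1.14 (limma camera adjusted p = 0.414, 0.0257 under fry). Of 17 interferon response markers 15 were tested, with a median of 1.68 (limma camera adjusted p = 0.00148, 0.0388 under fry), and MX1 (0.22) and USP18 (-0.11) were among the 4 not called. Between the 2 WT arrays, 14 of the 15 were lower in WT replicate 2, with a median of -0.83.

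The remaining lists gave no call in camera. Lung markers (3 of 8 tested) had a median of 0.77 (limma camera adjusted p = 0.414, 0.00994 under fry). Thyroid markers (3 of 9 tested) had a median of -0.27 and a mean of 0.32, which differ in sign (limma camera adjusted p = 0.659, 0.668 under fry). The parathyroid list had 1 tested gene, PTH, with a log2 fold change of -0.17, and the erythroid list had 0. None of the lists passed 0.05 with a correlation estimated from the 4 arrays. Most lists have a value for fewer than 80% of their genes.

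Some genes that the paper measured by RT-qPCR or western blot were on the thymus arrays as well. IL2RA, which the paper reports as unchanged, had a log2 fold change of 1.26 (standard error 0.26, adjusted p = 0.0207 in limma), but 0.39 under normexp and a call in 10 of the 14 limma settings. XBP1, lower in the paper, rose by 1.50 (standard error 0.17, adjusted p = 0.00496 in limma) with 6 of 6 probes called and a range of 1.24 to 1.72 over the alternatives. IL7, lower in the paper, rose by 1.01 (standard error 0.17, adjusted p = 0.012 in limma) and kept its call in 7 of the 14 limma settings, losing it among others in the authors' values and with either KO array left out. SPI1 rose by 1.70 (standard error 0.19), or 0.62 under normexp without a call, and ETS1 had -1.84 (0.16). STAT5B had -1.06, with 1 of its 2 probes called and the call kept in 7 of the 14 limma settings. STAT5A, JAK1, HIF1A and IL2 were not called past 2-fold, and IL2 was called without WT replicate 1 alone, at -2.20. GAPDH, the reference gene of the RT-qPCR, had -0.62 (standard error 0.17, adjusted p = 0.0405 in limma), from -0.88 to -0.43 over the alternatives, and its other probe had -1.06 and was called. The tissue of each RT-qPCR panel was taken from the paper's figures, and the panel labels and the legend of Figure 6D name different tissues. The paper's text gives SPI1 and other early B cell genes for spleen, and names no tissue for XBP1, IL7 or IL2RA. Where the tissues differ, a thymus value does not contradict that of the paper.

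The B cell development chart of Figure 5B belongs to the spleen arrays. In thymus, 8 of its 12 genes were tested, with a median log2 fold change of 0.07. CCND2 rose by 1.34 (standard error 0.23, adjusted p = 0.012 in limma), EFNB2 was at least 5.00-fold higher by the bound used here, CD72 was lower, and the other 5 were not called. EFNB2 lost its call under normexp, with a log2 fold change of 0.65, and CCND2 and CD72 lost theirs with either KO array left out. S100A8, one of the 5, was -1.43 and 0.97 in KO replicates 1 and 2 and 5.12 and 1.14 in WT replicates 1 and 2, higher on slide 2 in both genotypes. Its log2 fold change of -3.36 was called with the slide as a block (adjusted p = 0.0158 in limma), and without WT replicate 2 it was called at -5.35.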
